A study of Mus musculus with 24 samples.

How the data were processed

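CUT&RUN (cleavage under targets and release using nuclease) cleaves DNA around a chromatin-bound protein with a nuclease that an antibody brings there, and the released fragments are sequenced. The series holds 24 libraries from wild-type mouse retina at postnatal day 2 (P2) and postnatal day 17 (P17). Per the labels, 600000 nuclei went into each reaction, with antibodies to SOX8, SOX9, the histone marks H3K4me3 and H3K27ac, or a nonspecific IgG. At each age there were 4 SOX8 libraries, from 2 antibodies with 2 replicates each, and 2 libraries each for SOX9, H3K4me3, H3K27ac and IgG.

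The deposited data used here were 8 peak lists, 1 for each target and age, with 349901 peaks in all. Each list holds the chromosome, start and end of every peak and names no replicate. By its age and target it was taken to stand for the libraries of that group, but whether it draws on all of them is not stated. The score field was 0 in every peak, so the deposited lists carry no height, fold enrichment or p-value. The peak caller, its threshold, the use of the IgG libraries, the genome build and the way in which libraries were combined are not stated in the labels or the lists. No IgG peak list was analysed here, so no list could be compared with a background measured in the same way. The reads were not analysed here, the depth of the libraries is unknown, and a difference in depth or threshold between lists could change both the number and the width of peaks.

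Because no list holds values per replicate, no replicate error could be computed. Tests describe the lists as they stand: peaks and genes are not replicates, and a small p-value does not give the error between animals or libraries. Shares are given with 95% Wilson confidence intervals where stated, which cover counting error only.

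Gene symbols came from a RefSeq table of the assembly GRCm38.p6, from which 21883 protein-coding genes on the main chromosomes were used. The build of the lists was checked through H3K4me3, a mark of promoters. Within 1 kb of an end of a protein-coding gene lay 70.8% of P2 and 65.2% of P17 H3K4me3 peak centres, against 8.22% and 7.91% after all peaks were moved by 10 kb. The table was used only for gene names and for which genes lie at a peak. Peak positions are those of the deposited lists, counted from 1. Peaks were not assigned to exons or introns, since the table gives only the ends of a gene.

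Peaks were called shared when they overlapped by 1 bp or more. Each of 14 overlap shares was compared with 1000 random placements of the peaks on their own chromosomes, over the span between the lowest and highest position in any list or gene, in a one-sided permutation test. Gene ends were tested in the same way, with peak centres within 1 kb of either end of a protein-coding gene. Because the gene table gives no strand, both ends stand in for the transcription start site that had been planned. A gene counted as having a peak when a peak overlapped the gene or 5 kb on either side. For 3 gene lists (28 Müller glia, 22 retinal progenitor and 26 rod photoreceptor genes, all matched to the table, with no gene on more than 1 list), the number of genes with a peak was compared with 10000 random lists of protein-coding genes matched on gene length in 10 equal groups, in a one-sided permutation test. Counts were compared between lists by two-sided Fisher's exact tests. Median widths were compared by two-sided permutation tests with 100000 resamples. Whether a change with age differed between SOX8 and SOX9 was tested with a chi-square of the difference between log odds ratios. P-values were adjusted by the Benjamini-Hochberg method within each family: 14 overlap tests, 4 gene end tests, 12 gene list tests, 3 tests of a difference between SOX8 and SOX9 and 6 tests of a gene list's change with age. The smallest p-value that the placements can give is 0.001, that of the gene lists 0.0001 and that of the resamples 1e-05.

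The tests, gene lists and named genes were fixed before the data were examined. Named genes are 14 genes of Müller glia or retinal progenitors, the 5 widest peaks of each SOX list, and the 5 widest P17 SOX9 peaks that overlap all other SOX lists. Some of these genes and peaks are not reported here. Width replaced the score in these rules and in the comparison of shared with age-specific peaks. A planned test of the SOX binding motif was not run, since no genome sequence was used. The alternatives were an overlap of at least 50% of the shorter peak, the wider 50% of each list, autosomes only, peaks trimmed to 500 bp around their centres, other regions for random placement, peaks outside H3K4me3, other distances to genes and other gene backgrounds.

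The procedures were tested on simulated data. With both lists placed at random, 3 of 200 runs with 2400 peaks gave p under 0.05. With overlap implanted in a known share of peaks, 100 of 100 runs passed that threshold and the share was recovered within 0.399 percentage points. Overlaps of 240 peaks were equal to those of a plain loop in 240 cases. Random lists of 25 genes passed the threshold in 9 of 200 runs, and lists with implanted peaks in 200 of 200. Analyses used Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and Matplotlib 3.10.9.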

Results

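SOX8 and SOX9 are related transcription factors, and the series asks where they bind in the mouse retina at P2, when retinal cells are still being formed, and at P17. Müller glia are the main glial cells of the retina. H3K4me3 marks active promoters, and H3K27ac marks active promoters and enhancers. Of the 24 libraries, 20 had a target antibody, and 8 peak lists cover their targets and ages. The 4 IgG libraries were not analysed here. There are no replicate values behind any number below, since no list names a replicate.

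The SOX8 list held 2653 peaks at P2 and 2400 at P17. The SOX9 list held 5476 peaks at P2 and 2855 at P17. Median widths were 2217 bp for P2 SOX8, 2668 bp for P2 SOX9, 2912 bp for P17 SOX8 and 5336 bp for P17 SOX9. Although the SOX9 list held 1.92 times as many peaks at P2 as at P17, it covered 16.0 Mb at P2 and 16.3 Mb at P17. The H3K4me3 lists were of similar size at both ages, with 9134 peaks at P2 and 9629 at P17. The H3K27ac lists were not: 287845 peaks covered 525.4 Mb at P2, and 29909 peaks covered 173.4 Mb at P17. The P2 H3K27ac list thus held 9.62 times as many peaks and covered 19.5% of the chromosome span, so random placement alone gives a high overlap with it.

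The first comparison asked whether SOX8 and SOX9 peaks coincide. At P2, 2508 of 2653 SOX8 peaks overlapped a SOX9 peak, or 94.5% (95% Wilson interval 93.6 to 95.3%). Random placement gave 1.30% ± 0.215 (SD over placements), a 72.6-fold difference with an adjusted permutation p of 0.001, the smallest the placements can give. At P17, 1417 of 2400 SOX8 peaks overlapped SOX9, or 59.0% (57.1 to 61.0%), which was 47.7-fold over random placement with the same permutation p of 0.001. The background for placement lowered these ratios most. With SOX8 peaks placed only inside H3K4me3 peaks, a setting chosen after the data were seen, the ratios were 1.90-fold at P2 and 2.31-fold at P17. Both kept an adjusted permutation p of 0.001. These ratios are low estimates, since all SOX8 peaks were placed inside H3K4me3 while 90.1% at P2 and 69.7% at P17 lay there. Counted the other way, 45.5% of P2 SOX9 peaks and 47.5% of P17 SOX9 peaks overlapped a SOX8 peak of the same age.

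**Figure D1:**
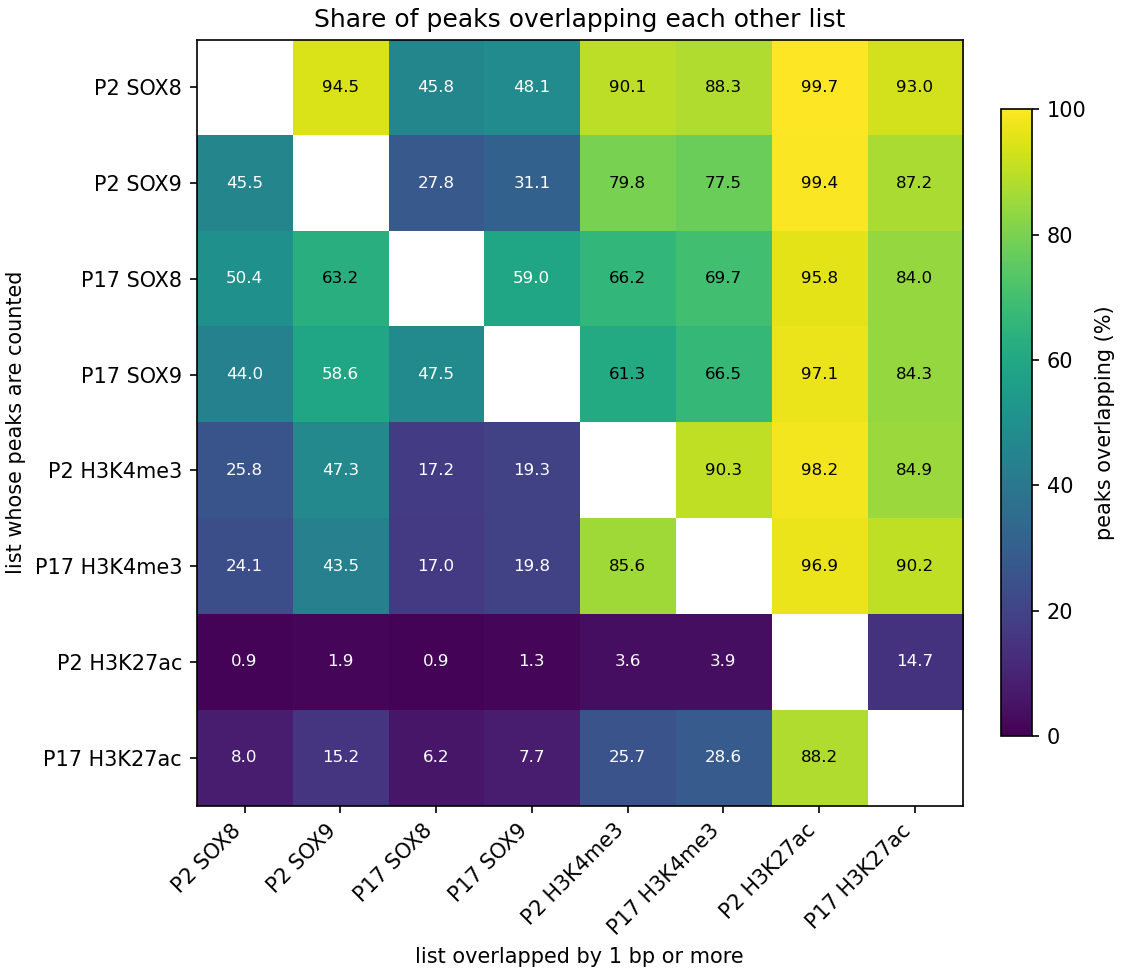
Share of the peaks of each list (rows) that overlap each other list (columns) by 1 bp or more, in percent of the row's peaks. SOX8 peaks overlap SOX9 peaks in 94.5% of cases at P2 and 59.0% at P17, and nearly all SOX peaks of both ages overlap the large P2 H3K27ac list.

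The share of SOX8 peaks overlapping SOX9 was 35.5 percentage points lower at P17 than at P2 (two-sided Fisher's exact test, p = 1.24e-217). This difference changed when the lists were cut to equal numbers and with the list over which the share was taken. With the 2400 widest peaks of each list, the shares were 51.2% at P2 and 45.8% at P17 (Fisher's exact p = 0.000244). This cut leaves out more of the P2 SOX9 list than of the P17 SOX9 list, which in itself can lower the P2 share. As a share of SOX9 peaks, the overlap was 2.02 points higher at P17, which was not past the threshold (Fisher's exact p = 0.0825). With the P2 SOX9 list thinned at random to the P17 number of peaks, the share at P17 was 9.74 points higher than at P2, a value that follows from the list sizes, since thinning lowers the P2 share (to 49.3%) in proportion to the peaks left out. The last 2 settings were chosen after the data were seen.

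**Figure D2:**
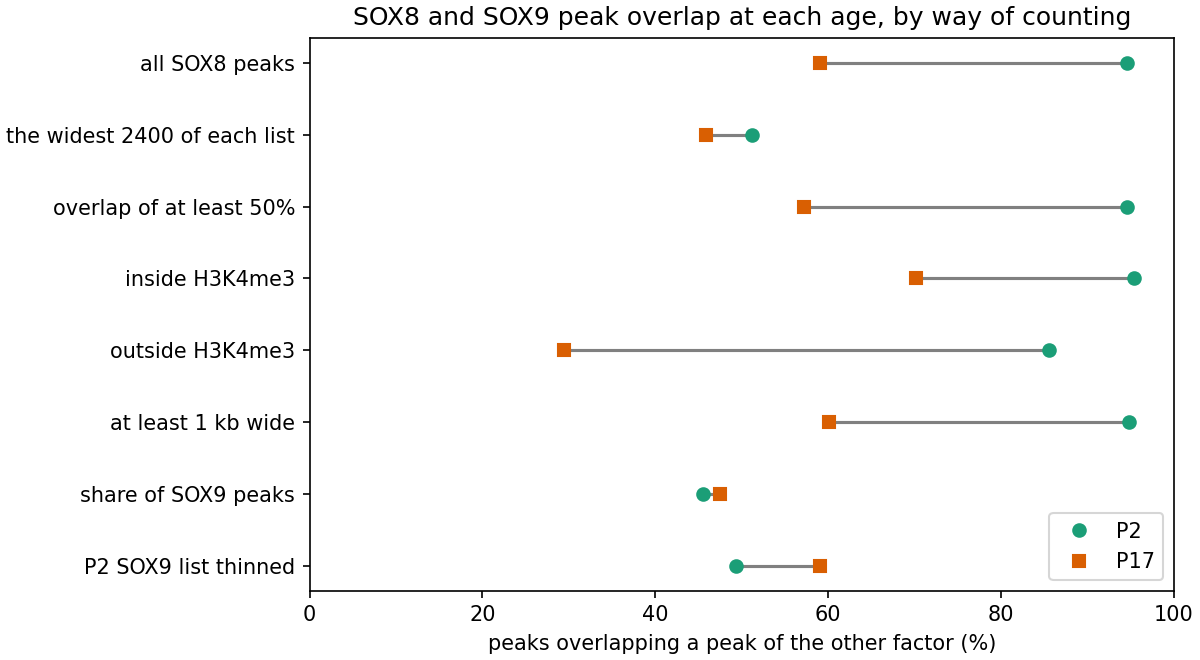
Overlap of SOX8 and SOX9 peaks at P2 (circles) and P17 (squares), in percent of the peaks counted, for each way of counting on the vertical axis. P2 lies above P17 for all SOX8 peaks (94.5% against 59.0%), and below it for the share of SOX9 peaks (45.5% against 47.5%) and for the thinned P2 SOX9 list, where the list sizes set the P2 value.

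The next comparison asked how far binding and marks at P17 were already present at P2. Of P17 peaks, 50.4% of SOX8 (95% Wilson interval 48.4 to 52.4%) and 58.6% of SOX9 (56.8 to 60.4%) overlapped a P2 peak of the same target, against 85.6% of H3K4me3 and 88.2% of H3K27ac. The ratios to random placement were 72.2-fold, 27.6-fold, 28.2-fold and 1.80-fold in the same order, each with an adjusted permutation p of 0.001. The low ratio for H3K27ac goes with an overlap of 49.0% under random placement. With the P2 H3K27ac list limited to its widest peaks in the P17 number, a setting chosen after the data were seen, 37.4% of P17 H3K27ac peaks were shared, 2.91-fold over random placement. Outside H3K4me3, 28 of 727 P17 SOX8 peaks (3.85%) and 125 of 957 P17 SOX9 peaks (13.1%) overlapped a P2 peak outside H3K4me3. The P2 lists held 263 SOX8 and 1104 SOX9 peaks there, and the ratios to random placement were 47.7-fold and 25.8-fold (adjusted permutation p = 0.001 for both).

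Peaks of SOX factors were then compared with the marks of the same age. H3K4me3 was overlapped by 90.1% of P2 SOX8 peaks, 79.8% of P2 SOX9 peaks, 69.7% of P17 SOX8 peaks and 66.5% of P17 SOX9 peaks, between 16.2-fold and 36.5-fold over random placement (adjusted permutation p = 0.001 in each list). H3K27ac was overlapped by 99.7% and 99.4% of SOX8 and SOX9 peaks at P2, where random placement gave 40.6% and 43.1%. At P17 these shares were 84.0% and 84.3%, where random placement gave 11.0% and 13.2% (adjusted permutation p = 0.001 in each list). With the P2 H3K27ac list limited to its widest peaks in the P17 number, the shares at P2 were 45.1% and 44.4%, below those at P17, so the direction of the change with age depends on the length of the P2 H3K27ac list. At P17, 334 SOX8 peaks (13.9%) and 398 SOX9 peaks (13.9%) overlapped neither mark, against 1 SOX8 peak and 17 SOX9 peaks at P2, where these counts rest on the full P2 H3K27ac list. The share at H3K4me3 fell by 20.4 points with age for SOX8 and fell by 13.4 points for SOX9, and these changes differed on the odds scale (chi-square 52.1, adjusted p = 1.57e-12). With SOX and H3K4me3 peaks trimmed to 500 bp, the fall in points was not larger for SOX8. The changes in the H3K27ac share (chi-square 2.77, adjusted p = 0.144) and in the gene end share (chi-square 0.459, adjusted p = 0.498) did not differ between the factors past the threshold.

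Peak centres lay within 1 kb of an end of a protein-coding gene for 72.4% of P2 SOX8 peaks, 64.6% of P2 SOX9 peaks, 51.3% of P17 SOX8 peaks and 41.1% of P17 SOX9 peaks. Random placement gave 3.27% to 3.36%, with an adjusted permutation p of 0.001 for each list. The wider 50% of each list lowered the share most, to 20.4% for P17 SOX9, which was still 6.03-fold over random placement. The centre of a wide peak can lie more than 1 kb from a gene end that the peak covers, and P17 SOX9 peaks had the largest median width. Within 2.5 kb, the shares were 81.3% for P2 SOX8, 73.8% for P2 SOX9, 66.7% for P17 SOX8 and 60.2% for P17 SOX9.

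Age-specific peaks were compared in their P17 H3K27ac. Of SOX8 peaks found only at P2, 1279 of 1438 (88.9%) overlapped P17 H3K27ac, against 832 of 1191 (69.9%) of those found only at P17 (Fisher's exact p = 1.33e-34). For SOX9 these shares were 83.1% of 3771 and 66.9% of 1181 peaks (Fisher's exact p = 1.23e-30). P17-only peaks also overlapped P17 H3K4me3 less often, in 42.4% of SOX8 and 31.5% of SOX9 peaks, against 81.5% and 71.6% of P2-only peaks. P17-only peaks were wider than P17 peaks shared with P2, with medians of 3332 against 2630 bp for SOX8 and 6304 against 4252 bp for SOX9 (permutation p = 1e-05 for each, the smallest the resamples can give).

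The gene lists asked whether SOX peaks lay at genes of Müller glia, retinal progenitors or rod photoreceptors. At P2, SOX8 peaks lay at 14 of 28 Müller glia genes (50%, against 15.8% in length-matched random lists) and at 13 of 22 progenitor genes (59.1% against 14.6%), both with an adjusted permutation p of 0.0003. P2 SOX9 peaks lay at 17 Müller glia genes (60.7% against 29.1%, adjusted permutation p = 0.00144) and 19 progenitor genes (86.4% against 26.2%, adjusted permutation p = 0.0003). Rod genes had no excess at P2, with 4 of 26 for SOX8 (adjusted permutation p = 0.834) and 5 of 26 for SOX9 (adjusted permutation p = 0.921). At P17, SOX9 peaks lay at 17 of 26 rod genes (65.4% against 17.3%, adjusted permutation p = 0.0003) and SOX8 peaks at 8 of 26 (30.8% against 14.6%, adjusted permutation p = 0.0494). The last result was not past the threshold with a gene end within 50 kb of a peak or among genes with H3K4me3 at an end, and neither was P2 SOX9 at Müller glia genes (1.40-fold with the 50 kb distance, adjusted permutation p = 0.0648). Müller glia genes had 2 of 28 with a P17 SOX8 peak and 3 of 28 with a P17 SOX9 peak (adjusted permutation p = 0.921 for both). Progenitor genes had 5 of 22 for SOX8 (adjusted permutation p = 0.271) and 6 of 22 for SOX9 (adjusted permutation p = 0.243).

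The histone marks were counted at the same genes. P17 H3K4me3 peaks lay at 26 of 26 rod genes and 11 of 28 Müller glia genes, and P2 H3K4me3 peaks at 12 rod and 22 Müller glia genes. When lists were drawn from genes with H3K4me3 at an end and matched on the bases covered by both marks, a background chosen after the data were seen, no list was past the threshold: P17 SOX9 peaks lay at 15 of 24 rod genes, 1.04-fold over random lists (adjusted permutation p = 0.983), and P2 SOX9 peaks at 15 of 20 Müller glia genes, 1.01-fold (adjusted permutation p = 0.983). With H3K4me3 at an end but matching on length only, a background fixed beforehand, P17 SOX9 at rod genes remained past the threshold at 2.20-fold (adjusted permutation p = 0.0036).

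**Figure D3:**
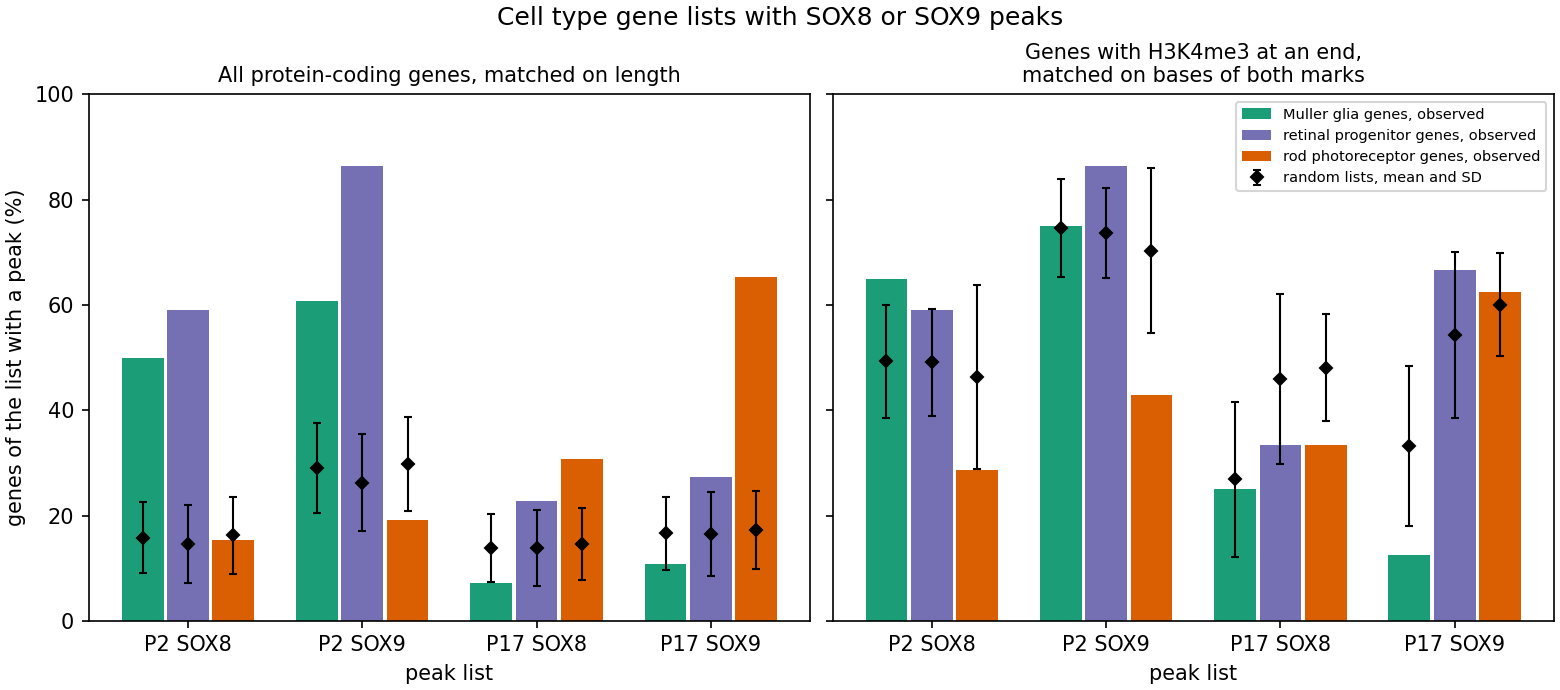
Percent of Müller glia, retinal progenitor and rod photoreceptor genes with a peak in each SOX list (bars), and mean and SD of 10000 random gene lists (diamonds). Against length-matched genes (left), P2 lists exceed the random lists at Müller glia and progenitor genes and P17 SOX9 at rod genes (65.4% against 17.3%); against genes with H3K4me3 matched on the bases of both marks (right), P17 SOX9 at rod genes is 1.04-fold.

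Of the 14 genes named beforehand, 13 had a P2 SOX9 peak and 9 a P2 SOX8 peak, while 1 had a P17 SOX9 peak and 1 a P17 SOX8 peak. Sox8 had a P2 SOX8 peak on chromosome 17 at 25568710 to 25571854. Sox9 had a P2 SOX9 peak on chromosome 11 at 112780741 to 112786207 and no SOX8 peak. P2 SOX8 and SOX9 peaks both lay at Sox8, Sox2, Rlbp1, Glul, Kcnj10, Hes1, Nfib, Notch1 and Lhx2. P2 SOX9 peaks without a SOX8 peak lay at Sox9, Slc1a3 and Nfia, among others, and Aqp4 had no SOX peak. The P2 SOX9 peak at Rlbp1 spanned 79390929 to 79394758 on chromosome 7, and that at Glul 153898265 to 153902615 on chromosome 1. At P17, SOX9 had a peak at Lhx2 (chromosome 2, 38347189 to 38355923) and SOX8 a peak of 711 bp at Notch1 (chromosome 2, 26478519 to 26479229). Of the same 14 genes, 7 had a P17 H3K4me3 peak and 13 a P2 H3K4me3 peak.

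The widest P2 SOX9 peak covered 30864 bp at Pmepa1 (chromosome 2, 173252113 to 173282976). The next ones lay 47721 bp from Mef2c, and at Six3, Pax6 and Tbx2. The 5 widest P2 SOX8 peaks lay at Msi1, Six3, Tnrc18, Cic, and Rhof and Setd1b. The widest P17 SOX8 peak covered 16217 bp at Kdm6b (chromosome 11, 69403785 to 69420001). The widest P17 SOX9 peaks covered 30451 bp at Nfic (chromosome 10, 81405396 to 81435846) and 27245 bp at Gse1 (chromosome 8, 120544184 to 120571428). Of the 5 widest P17 SOX9 peaks, those at Gse1, at Ints1 and at Atp13a2, Crocc and Mfap2 did not overlap H3K4me3. The 922 P17 SOX9 peaks that overlapped all other SOX lists were widest at Nfic, at Cic (25261 bp), at Ccdc57 and Fasn, at Cuedc2, Fbxl15 and Psd, and at Icmt and Rnf207.

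SOX peaks were scarce on the X chromosome. Of P2 peaks, 14 of SOX8 (0.528%) and 48 of SOX9 (0.877%) lay there, and of P17 peaks 6 of SOX8 (0.25%) and 13 of SOX9 (0.455%). The H3K4me3 lists had 2.77% of peaks on X at P2 and 2.88% at P17.

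**Figure D4:**
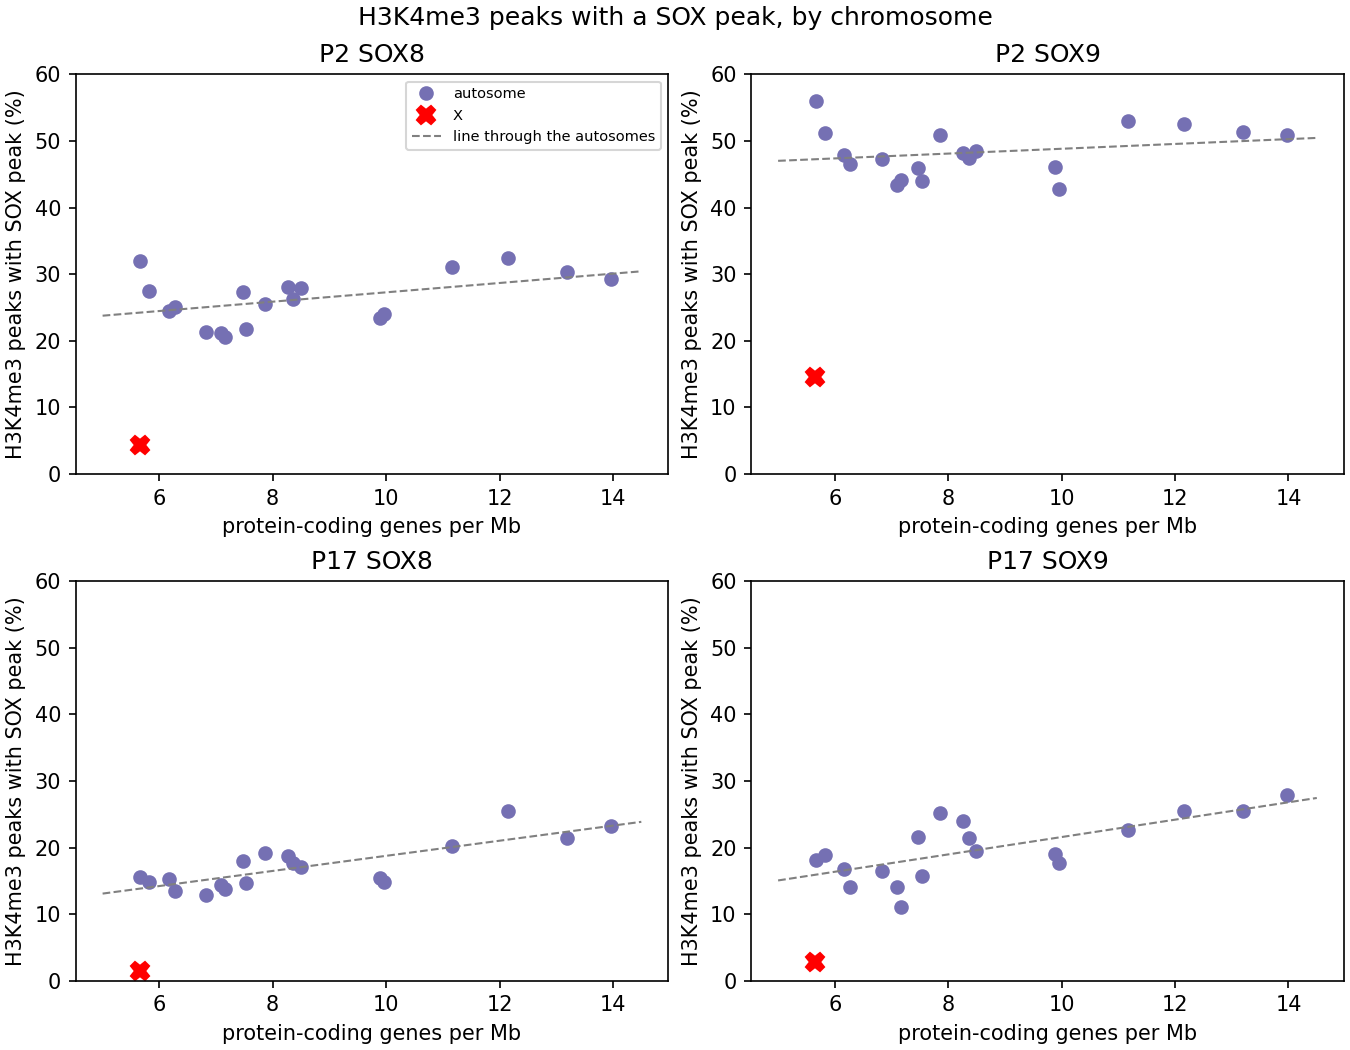
Percent of H3K4me3 peaks with a SOX peak of the same age on each autosome (circles) and on X (cross), against protein-coding genes per Mb, with the line through the autosomes. X lies lowest in all 4 lists, at 4.35% for P2 SOX8, 14.6% for P2 SOX9, 1.44% for P17 SOX8 and 2.89% for P17 SOX9.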

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

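The tests of explanations in this part were chosen after the results had been seen, except the SOX8 and SOX9 overlap with equal numbers of widest peaks and the gene list background of genes with H3K4me3 at an end, which were settings fixed beforehand. Each pattern is a difference between groups that was itself tested.

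The share of SOX8 peaks overlapping SOX9 changed by -35.5 percentage points from P2 to P17. Promoter content is not the whole cause, since the change was -25.2 points among peaks inside H3K4me3 (95.4% against 70.1%). The very short peaks of the P17 SOX8 list are not the cause either, with a change of -34.7 points among peaks of at least 1 kb. List length stays open. The change was -5.33 points with the widest peaks in equal number from each list. Width need not rank peaks as the threshold of a peak caller would, since P17 peaks shared with P2 were narrower than the others, and the lists carry no score, so list length and age cannot be told apart here. A change of binding with age may contribute to the change of -5.33 points that was left, and was not tested.

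The fall with age in the share of peaks at H3K4me3 was larger for SOX8 than for SOX9 (chi-square 52.1). With the widest peaks in equal number from each list, the chi-square was 50.1, so cutting by width did not remove the difference. The cut itself moved the P2 SOX9 share from 79.8% to 75.5%, and width need not rank peaks as the threshold of a peak caller would. List length therefore stays open here too. At P17 the SOX8 and SOX9 shares were 69.7% and 66.5%, so most of the difference arose at P2, at 90.1% and 79.8%. At both ages the SOX8 group has 4 libraries from 2 antibodies and the SOX9 group 2 libraries. How the lists were built from these libraries is not stated, so the lists of the factors may differ in construction. Such a difference was not tested, and a difference in binding between the factors is open as well.

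Rod genes gained SOX9 peaks with age. Of rod genes whose SOX9 status changed, 12 gained and 0 lost a peak, so 100% of changes were gains, against 20.8% of changes among other protein-coding genes (Fisher's exact test, adjusted p = 4.14e-08 over 6 tests). For H3K4me3, 14 rod genes gained a peak and 0 lost one. A promoter that carries H3K4me3 is not a sufficient explanation, since P17 SOX9 peaks at rod genes were 2.20-fold over length-matched genes with H3K4me3 at an end. Matching on the extent of the marks removed the excess: against genes matched on the bases of both marks the ratio was 1.04. The SOX9 peaks at rod genes may thus reflect a signal that scales with broad active chromatin in the most marked genes of the tissue, either as background of the method or as binding at such chromatin. The IgG libraries, not analysed here, bear on that choice.

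Müller glia genes lost SOX8 peaks with age. Of changes in SOX8 status, 0 of 12 were gains, or 0%, against 41.6% of changes among other protein-coding genes (Fisher's exact test, adjusted p = 0.00618). For SOX9, 15 Müller glia genes lost and 1 gained a peak, which did not differ from other genes past the threshold (Fisher's exact adjusted p = 0.219). Dilution by other cells in whole retina is a candidate explanation. It predicts that active marks at Müller glia genes drop out too. For H3K4me3, 39.3% of them had a P17 peak, against 53.7% in random lists and 78.6% at P2. For H3K27ac, 60.7% had a P17 peak, against 60.0% in random lists and 100% at P2, where the list held 9.62 times as many peaks and random lists gave 85.2%. Both marks thus fell with age at these genes. The test against random lists looked only for an excess, so it could not show a mark to lie below them at P17. From P2 to P17, 11 Müller glia genes lost an H3K4me3 peak and 0 gained one, while 59.85% of changes among other protein-coding genes were gains (Fisher's exact adjusted p = 6.92e-05). Progenitor genes changed alike, with 12 losses and 0 gains (Fisher's exact adjusted p = 5.56e-05). Dilution cannot be told apart from a loss of binding in Müller glia themselves, since the lists do not separate cell types. The list of 28 genes includes genes that retinal progenitors also express, among them Sox2, Hes1 and Lhx2, so the loss may in part be that of progenitors.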

How the results depend on the processing

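The 18 overlap and gene end results stayed above random placement in 83 of 83 alternatives. Each adjusted permutation p was 0.001, the smallest the placements can give, so the side of the threshold says little about stability, and the sizes moved widely, with ratios from 1.22 to 309.2. Sharing of P17 SOX9 peaks with P2 went from 27.6-fold to 1.22-fold under random placement inside H3K4me3 peaks, and sharing of P17 H3K27ac peaks from 88.2% to 37.4% with the shortened P2 list. The 1.22-fold ratio is a low estimate, since all peaks were placed inside H3K4me3 while 66.5% of P17 SOX9 peaks lay there. The comparisons of age-specific peaks kept direction and side in 6 of 6 alternatives (-22.7 to -7.20 percentage points), and those of peak width in 4 of 4 (-2537 to -709 bp).

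The difference between the ages in the SOX8 and SOX9 overlap kept its direction in 5 of 7 alternatives, from -56.1 to -5.33 points. It reversed, to 2.02 points, as a share of SOX9 peaks and, to 9.74 points, with the P2 SOX9 list thinned at random, both settings chosen after the data were seen. The list sizes alone set the P2 value of the thinned setting, which therefore says nothing about binding. For the share of SOX9 peaks the cause was not tested.

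Of 72 alternatives for the gene lists, 39 kept direction and side, 20 were no longer past the threshold and 13 reversed. A result past the threshold in neither setting counts as kept when its direction held, and such results are also among the reversed. Of 12 results, 3 kept both when only peaks outside H3K4me3 were used, 5 for genes matched on H3K4me3 bases, 5 for both marks, 8 for H3K27ac bases, 9 with the 50 kb distance and 9 among genes with H3K4me3 at an end. For genes matched on H3K4me3 bases or on both marks, each kept result was past the threshold in neither setting. No excess past the threshold was thus kept under these backgrounds. Apart from the mark-matched backgrounds, the cause was not tested. With a gene end within 50 kb of a peak, the ratio to random lists fell short of the threshold for P2 SOX9 at Müller glia genes (1.40) and P17 SOX8 at rod genes (1.39), and reversed for P2 SOX9 at rod genes (1.08). Among genes with H3K4me3 at an end, the same 2 results were weaker (1.37 and 1.37), and P17 SOX8 at Müller glia genes reversed (1.06).

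The other backgrounds were chosen after the data were seen. For genes matched on H3K4me3 bases, weaker ratios were 1.34 and 1.24 for P2 SOX8 at Müller glia and progenitor genes, 1.02 and 1.19 for P2 SOX9 at the same lists and 1.04 for P17 SOX9 at rod genes. P17 SOX8 reversed at progenitor (0.739) and rod genes (0.674). For genes matched on the bases of both marks, the same results gave 1.32 and 1.20, 1.01 and 1.17, 1.04, 0.725 and 0.693. For genes matched on H3K27ac bases, P2 SOX9 at Müller glia genes (1.30) and P17 SOX9 at rod genes (1.55) were weaker, and P17 SOX8 reversed at Müller glia (1.13) and rod genes (0.988), while both progenitor results at P2 and P2 SOX8 at Müller glia genes stayed past the threshold. The extent of H3K4me3 thus took out more of the excess than that of H3K27ac.

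With H3K4me3 at a gene end and only peaks outside H3K4me3, few genes had a peak. P2 SOX9 at Müller glia genes stayed past the threshold, with 5 of 20 genes (7.34-fold, adjusted permutation p = 0.0036), unlike under the mark-matched backgrounds. No longer past it were P2 SOX8 at Müller glia genes (7.47, from 1 of 20 genes) and P2 SOX9 at progenitor genes (3.37, from 2 of 22), whose ratios were higher than against all genes, and P17 SOX8 (1.07) and SOX9 (1.60) at rod genes. Ratios reversed for P17 SOX8 (6.57) and SOX9 (2.47) at Müller glia genes, and went to 0 at progenitor genes for P2 SOX8, P17 SOX8 and P17 SOX9. Those at 0 are counted as reversed, but random lists gave only 0.460% of 22, 3.30% of 9 and 3.71% of 9 genes. A count of 0 thus cannot show a reversal. Nor can it show a kept direction for P2 SOX8 and SOX9 at rod genes (0 of 7, against 0.184% and 1.79%), which are counted as kept.

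With the widest peaks in equal number from each list, the difference between SOX8 and SOX9 in how the gene end share changed with age reversed on the log odds scale (-0.0591), past the threshold in neither case.

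No paired analysis was possible because the lists give no values per replicate, and for the same reason leaving out replicates was not possible. The motif alternatives, and those that rank peaks by a score, were not run; width took the place of the score. The depth of the libraries is unknown, which limits every comparison of list lengths between ages and targets.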

Other observations

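The patterns and tests in this part were chosen after the data had been seen. No biological explanation was tested for the X chromosome, the short peaks or the recurrent interval, since no group of the design bears on them.

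SOX8 and SOX9 peaks lay at the same H3K4me3 peaks beyond what width gives. SOX peaks were most frequent at the widest H3K4me3 peaks: at P17, 59.1% of the widest 10% and 3.95% of the narrowest 10% had a SOX9 peak. Within 10 equal groups by H3K4me3 width, 2251 P2 H3K4me3 peaks had both factors where 1393 were expected, and 1156 P17 peaks where 518.6 were expected, each with a permutation p of 0.0001, the smallest 10000 draws can give. The ratios were 1.62 and 2.23. Promoter width is therefore not the whole cause of the overlap; binding of both factors at the same sites and a background shared by the libraries may both contribute, and the lists do not separate them.

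SOX peaks were scarce on X even at X promoters. Of X H3K4me3 peaks, 4.35%, 14.6%, 1.44% and 2.89% had a P2 SOX8, P2 SOX9, P17 SOX8 and P17 SOX9 peak, against 26.4%, 48.2%, 17.5% and 20.3% on autosomes. Narrower H3K4me3 peaks on X do not account for this, since the number of X peaks with a SOX peak was at most 0.357 times the width-matched number in any of the 4 lists (permutation p = 0.0001 in each, the smallest the draws can give). Gene density does not either: X lay at least 3.93 residual SD below the line through the 19 autosomes (-3.93 for P17 SOX9). Lower coverage of a single X copy in male retinas may play a part. It predicts fewer X peaks per gene in every list, and the H3K27ac lists had 0.308 times (P2) and 0.419 times (P17) and the H3K4me3 lists 0.609 and 0.634 times as many as autosomes, while the SOX lists had 0.0536 to 0.189 times. The labels do not give the sex of the animals, and a peak threshold turns a lower signal into a larger loss of peaks, so this cannot be told apart from a true scarcity of SOX binding on X.

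Across the 19 autosomes, the share of H3K4me3 peaks with a SOX peak rose with gene density at P17, with Pearson's r of 0.802 for SOX8 (permutation p = 1e-04, adjusted 0.0004 over the 4 lists) and 0.708 for SOX9 (permutation p = 0.00063, adjusted 0.00126). Spearman's rho was 0.682 (permutation p = 0.0018) and 0.691 (permutation p = 0.0015), both 0.0036 after adjustment. Without chromosomes 7 and 11, the farthest from the median density, r was 0.715 and 0.551. At P2, r was 0.466 for SOX8 (permutation p = 0.0451, adjusted 0.0601) and 0.248 for SOX9 (permutation p = 0.302, adjusted 0.302), and rho was 0.375 (permutation p = 0.115, adjusted 0.153) and 0.174 (permutation p = 0.471, adjusted 0.471). Chromosomes are not replicates, and whether the relation differs between the ages was not tested.

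P17 SOX peaks outside H3K4me3 were wide and mostly overlapped genes: 86.1% of 957 SOX9 peaks overlapped a protein-coding gene, and their median width was 6443 bp against 4462 bp for those in H3K4me3. No share under random placement was computed, and a wide peak overlaps a gene more readily. A background that follows gene-dense chromatin was examined as a candidate explanation. It predicts more genes around these peaks than around other active regions, and the median was 18 genes per Mb around P17 SOX9 peaks outside H3K4me3 against 10 around P17 H3K27ac peaks outside H3K4me3, a difference of 8 genes per Mb (permutation p = 0.0001, the smallest 10000 resamples can give). The difference was 9 for P17 SOX8, and 8 and 7 for P2 SOX8 and SOX9. It is not special to these peaks, since the median was also 18 around all P17 SOX9 peaks and 19 around all P17 SOX8 peaks. At P2, peaks outside H3K4me3 had medians of 14 (SOX8) and 13 (SOX9) genes per Mb against 6 around H3K27ac peaks, whose list was 9.62 times longer than at P17, so the differences do not compare the ages on the same baseline. P2 peaks outside H3K4me3 overlapped a gene less often (60.8% for SOX8 and 62.1% for SOX9) and were hardly wider than those in H3K4me3 (2210 against 2218 bp and 2875 against 2615 bp). Their smaller width may account for part of the lower share. The change in gene density with age was not tested. A background that follows gene density and binding within genes cannot be told apart here. The motif test that would bear on this needs the genome sequence, not used here.

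An interval near the start of chromosome 9 appeared in all 4 SOX lists, from 3001404 to 3001528 in P2 SOX8, 3001408 to 3001529 in P2 SOX9, 3001080 to 3001528 in P17 SOX8 and 3001410 to 3001529 in P17 SOX9. It was also in the P2 H3K27ac list, from 3001405 to 3001528. The P17 SOX8 list held 50 peaks under 500 bp, down to 1 bp, against 4 in P2 SOX8 and 1 in each SOX9 list. Of these short peaks 36% overlapped a P17 SOX9 peak, against 59.5% of the other P17 SOX8 peaks.

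Of the 287845 P2 H3K27ac peaks, 14.7% overlapped a P17 H3K27ac peak. Their median width was 1973 bp, against 1107 bp for the others, which covered 382.3 Mb.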
